A study of Mus musculus with 4 samples. Its data were reported in "GLI transcriptional repression regulates tissue-specific enhancer activity in response to Hedgehog signaling" (2020).

How the data were processed

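Chromatin accessibility was measured by ATAC-seq, in which the Tn5 transposase cuts open chromatin and inserts sequencing adapters, in the posterior part of mouse forelimb buds at embryonic day 10.5 (35 somites). The posterior part contains the cells that make and receive Sonic hedgehog (SHH), the ligand of the Hedgehog (HH) pathway. The 4 libraries came from 2 wild-type (WT) and 2 Shh-/- embryos on a Swiss Webster background, a single embryo per library, with 5000 cells per reaction and 18 cycles of PCR. Libraries were grouped by the genotype and replicate number in their titles.

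The authors sequenced the libraries as paired ends, used mm10 coordinates and called peaks with MACS2 at a q-value cutoff of 0.05 and a window of 200 bp. The aligner, the read filters and any shift of the reads to the centre of the Tn5 cut were not stated. The deposited files are 1 peak list per library, so peaks were called in each library separately and replicates were not pooled. Each peak has a position, a summit and a score that the authors deposited with it. By the format of the peak caller this score is 10 times the highest −log10 of the q-value in the peak. The files do not state this scale. The lowest score was 14, which does not contradict the cutoff, and the columns for fold, p-value and q-value held 0 in every peak. The score is the authors' own value and was used only to rank or filter peaks within its own list. Peaks with tied scores were ordered by position. At the rank of 5589 used below, 218 peaks of WT replicate 1 and 879 peaks of WT replicate 2 shared the score at the limit, as did 347 peaks of Shh-/- replicate 2.

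A peak list holds no read counts. The depth of each library is therefore unknown from the files, and the study's own differential test, a limma fit to signal in peaks, was not repeated here. A peak missing from a list was not called, which does not mean that the chromatin was closed. The number of peaks in a list moves with depth and library quality as well as with accessibility, so comparisons were made with all peaks and again with each list limited to its 5589 highest scoring peaks, the size of the smallest list (equal list size).

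All 21 chromosomes of the lists were used, and 0 peaks ended beyond a chromosome of GRCm38.p6, the assembly of mm10. Peaks from the 4 lists that overlapped by at least 1 bp were merged into regions. A region was counted as called in a library if a peak of that library was part of it. WT-specific regions were called in both WT libraries and in no Shh-/- library, and Shh-specific regions were the reverse. Sharing of a pair of libraries was measured by the Jaccard index, the number of regions called in both divided by the number called in either. Regions were annotated with GENCODE M21 (basic set). A region was a promoter region if it overlapped the window from 2 kb before a transcription start site (TSS) to 1 kb after it, as in the study, and otherwise distal, divided into exon, intron and intergenic. GC content and sequence matches were taken from 200 bp around the summit of the best ranked peak of a region.

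Group means of peak number and covered length were compared with two-sided exact permutation tests. With 2 libraries against 2, the smallest p-value that these tests allow is 0.333, so no difference between the genotypes could pass 0.05 in them. The 3 splits of the 4 libraries into pairs were all computed. For retention, the regions called in both libraries of a genotype were looked up in each library of the other genotype, and promoter and distal regions were compared with two-sided Fisher's exact tests, Benjamini-Hochberg adjusted over the 4 comparisons. The same comparison was made within 5 strata of the mean rank in the libraries the regions came from, combined as Mantel-Haenszel odds ratios with 95% intervals. These tests take regions as units. They describe these 4 libraries, not embryos of the genotypes, and neighbouring regions are not independent. Intervals of shares are 95% Wilson intervals and cover counting error only.

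A list of 20 genes that respond to SHH in limb buds, written down from general knowledge of the pathway before the data were examined, included Gli1, Ptch1, Hhip, Grem1, Hand2, Hoxd11, Hoxd12, Hoxd13, Tbx2, Tbx3, Bmp2, Jag1, Cntfr, Prdm1, Sall1, Osr1, Pkdcc, Rasgef1b and Cdk6. Among regions centred within 100 kb of a TSS of these genes, the share that was WT-specific minus the share that was Shh-specific was set against 10000 random lists of protein-coding genes, matched on the number of regions in the window. Hoxd11, Hoxd12 and Hoxd13 lie next to each other and share most of their regions, which were counted once. The consensus TGGGTGGTC, to which GLI proteins bind, was searched on both strands with at most 1 mismatch. WT-specific, Shh-specific and commonly called regions were compared by two-sided Fisher's exact tests, adjusted over 3 tests, and 200 shuffled versions of the 9 bp consensus served as background.

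Loci named in the text were chosen by rules fixed at the same time. They were 10 genes (among them Shh, Lmbr1, Gli1, Ptch1, Hhip, Grem1, Hand2, Hoxd13 and Actb, each with 2 kb upstream, and a gene that is not reported here), 5 GLI-bound regions that the study tested by quantitative PCR, and for each genotype the 5 specific regions with the best rank in the library where they ranked lower. The alternatives were stricter scores (20 and 50, by the scale above a −log10 q-value of 2 and of 5), autosomes only, leaving out each library, pairing by replicate number, other rules for sharing and merging, other list sizes, a narrower promoter, other windows around the TSS and other motif settings. Random order among tied scores, sharing by summits for the gene list, and a smaller set of genes to draw its random lists from, were added after the data were seen. The GLI-bound regions other than those 5, and the read counts behind the peaks, were not analysed here.

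The routines were tested on simulated peak lists with known answers. All 60 of 60 counts of detection patterns were recovered exactly over 2685 simulated regions. For retention, a planted difference of 10 percentage points between 3000 regions was recovered with a median of 10.1, and 5% of the draws without a difference had a p-value under 0.05. A planted odds ratio of 3 within strata was recovered as 3.01 over 4000 regions. All regions with a planted motif were found (100% of 426). For the gene list, 5% of 60 draws without an effect, over 30000 regions, fell outside the central 95% of random lists. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.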

Results

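To compare open chromatin with and without HH signaling, ATAC-seq peaks were compared between the posterior forelimb buds of 2 WT and 2 Shh-/- embryos. The Shh-/- embryos lack the SHH ligand, and GLI proteins, the transcription factors of the pathway, then act as repressors. Each library is a list of accessible regions called on its own. The lists were of very unequal size. WT replicate 1 had 39080 peaks and WT replicate 2 had 11973, while Shh-/- replicate 1 had 5589 peaks and Shh-/- replicate 2 had 18459. The mean was 25527 ± 19168 peaks (SD, n = 2) in WT and 12024 ± 9100 peaks (SD, n = 2) in Shh-/-, and the difference was within the spread between replicates (exact permutation test, two-sided, p = 0.667, with 0.333 the smallest value possible). The larger list of each genotype held 3.26 times the peaks of the smaller in WT and 3.30 times in Shh-/-. The WT libraries moved this difference most: WT had 51 fewer peaks than Shh-/- without WT replicate 1 and 27056 more without WT replicate 2, against 13503 more with both. The peaks covered 21.7 Mb in WT replicate 1 and 6.04 Mb in WT replicate 2, against 2.45 Mb in Shh-/- replicate 1 and 11.3 Mb in Shh-/- replicate 2. The means of 13.9 ± 11.1 Mb in WT and 6.89 ± 6.28 Mb in Shh-/- (SD, n = 2) likewise did not differ beyond the replicates (exact permutation test, p = 0.667).

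The libraries also differed in where their peaks lay. Promoter peaks made up 42.1% of the list of WT replicate 1 (95% Wilson interval 41.6 to 42.6%), 72.3% of WT replicate 2 (71.5 to 73.1%), 63.3% of Shh-/- replicate 1 (62.1 to 64.6%) and 64.1% of Shh-/- replicate 2 (63.4 to 64.8%). At equal list size the promoter share was 89.6% in WT replicate 1, 90.6% in WT replicate 2 and 88.2% in Shh-/- replicate 2, but remained 63.3% in Shh-/- replicate 1, whose whole list was used. That list reaches down to its lowest score of 19, whereas the lists of the 3 other libraries end at scores of 49 to 209. With a score of at least 50 the promoter share was 69.7% in Shh-/- replicate 1 and 67.4% in WT replicate 1, 75.7% in Shh-/- replicate 2 and 90.6% in WT replicate 2.

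**Figure D1:**
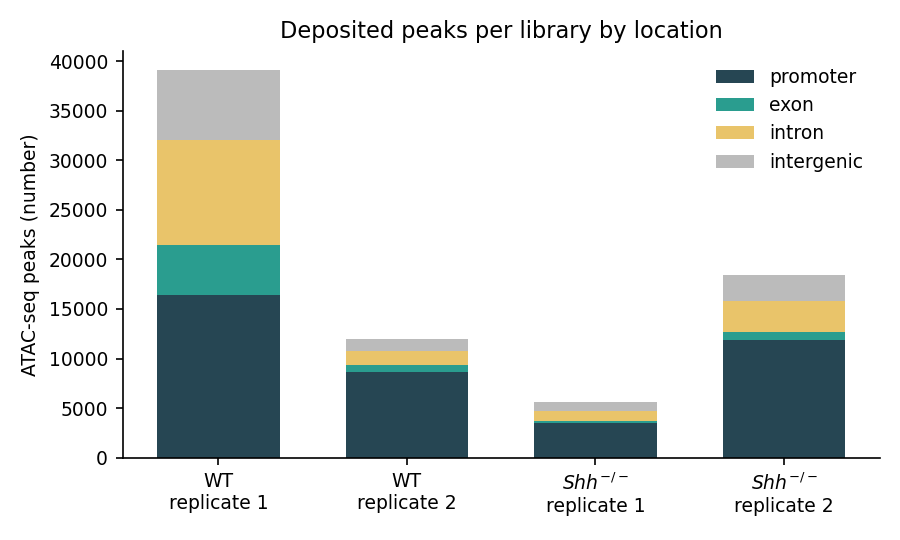
Number of deposited ATAC-seq peaks (vertical axis) in each of the 4 libraries (horizontal axis), divided by location into promoter, exon, intron and intergenic. WT replicate 1 has the longest list with 39080 peaks and Shh-/- replicate 1 the shortest with 5589.

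To determine whether libraries of the same genotype shared more peaks, each list was limited to its 5589 highest scoring peaks. The Jaccard index was 0.632 for the WT libraries and 0.434 for the Shh-/- libraries. Between genotypes it was 0.671 for WT replicate 1 and Shh-/- replicate 2, 0.590 for WT replicate 2 and Shh-/- replicate 2, 0.428 for WT replicate 1 and Shh-/- replicate 1 and 0.368 for WT replicate 2 and Shh-/- replicate 1. The highest value of the 6 pairs thus belonged to a pair of different genotype, and the 3 pairs with Shh-/- replicate 1 had the lowest values. The mean within genotypes exceeded the mean between genotypes by 0.0191 (exact permutation test over the 3 splits, p = 0.333, the smallest value possible). With all peaks the difference was in the other direction, at -0.0434 (exact permutation test, p = 0.667). Leaving out Shh-/- replicate 2 moved the difference at equal list size most, to 0.234, and leaving out any of the 3 other libraries made it negative, down to -0.116 without WT replicate 2.

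Next, regions that followed genotype were counted. The 4 lists merged into 44692 regions, of which 3562 (7.97%) were called in all 4 libraries and 23064 (51.6%) in WT replicate 1 alone. There were 934 WT-specific regions and 177 Shh-specific regions. The other 2 ways of pairing the libraries gave 187 regions called only in WT replicate 1 and Shh-/- replicate 1 against 98 called only in the remaining pair, and 4931 regions called only in WT replicate 1 and Shh-/- replicate 2 against 5. A pairing across genotypes, that of the 2 longest lists, therefore gave more pair-specific regions than the genotypes did. At equal list size the lists merged into 9283 regions, with 346 WT-specific and 306 Shh-specific regions. The other pairings then gave 172 against 262 and 356 against 88. Of the 3 splits, the genotypes gave the largest sum at equal list size, with 652 regions compared with 434 and 444, and no p-value under 0.333 is possible with 3 splits. The stricter score of 50 moved the number of WT-specific regions in the full lists most among the settings that kept all 4 libraries, to 202, and then 167 regions were Shh-specific. The counts also rested on single libraries. Without WT replicate 2, 24036 regions of the full lists met the WT-specific definition, and without Shh-/- replicate 1, 3455 met the Shh-specific definition.

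**Figure D2:**
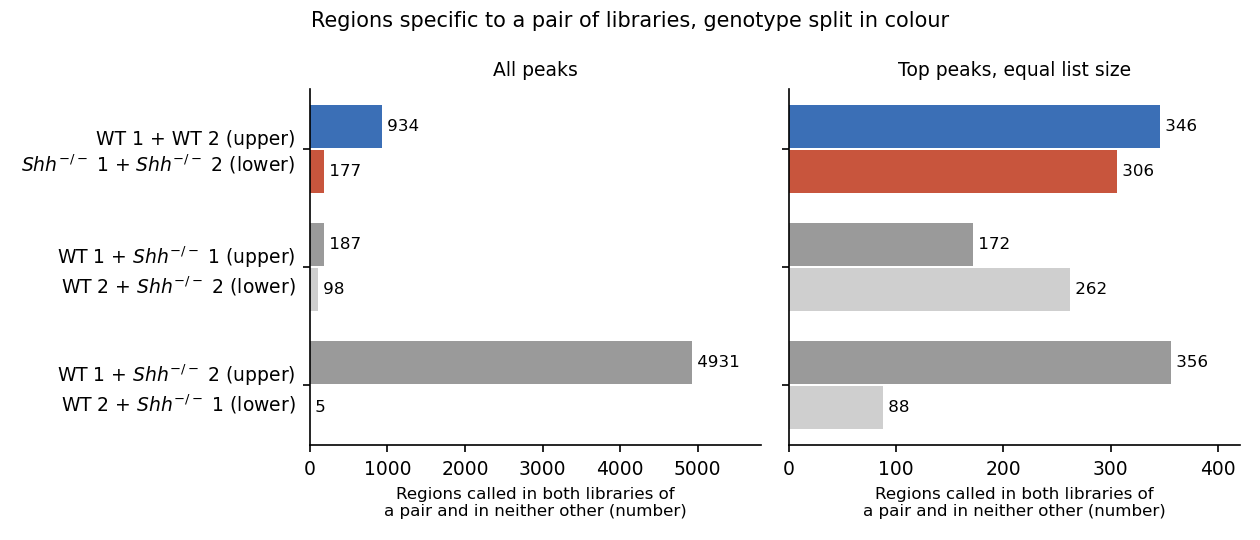
Number of regions (horizontal axes) called in both libraries of a pair and in neither of the others, for the 3 ways of pairing the 4 libraries, with all peaks (left) and at equal list size (right). The genotype pairs are in colour and the pairs across genotypes in grey, and with all peaks the largest bar, 4931 regions, belongs to WT replicate 1 with Shh-/- replicate 2.

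The specific regions differed in location and composition. Promoters made up 48.2% of WT-specific regions and 6.78% of Shh-specific regions, and at equal list size 89.9% and 29.1%. The pairings across genotypes differed as well at equal list size, with 52.9% for WT replicate 1 and Shh-/- replicate 1 against 96.2%, and 56.8% for WT replicate 2 and Shh-/- replicate 1 against 92.1%. In all 3 splits the pair with Shh-/- replicate 1 had the lower share. The median GC content around the summit was 58.5% in WT-specific regions, 41.0% in Shh-specific regions and 61.5% in regions called in all 4 libraries.

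The WT-specific regions with the best ranks included the promoter of Gm14410 (mm10, chromosome 2, 177206137 to 177206771, ranks 2134 and 2637 in the WT lists), an intron of Sos2 (chromosome 12, 69654064 to 69654315, ranks 3154 and 711) and the promoter of the noncoding Kcnq1ot1, within Kcnq1 (chromosome 7, 143296224 to 143296867, ranks 4077 and 4510). The 2 others were intergenic, 33.0 kb from the TSS of Gpx5 (chromosome 13, 21259338 to 21260115) and 39.2 kb from that of Rasl11b (chromosome 5, 74155862 to 74156293). All 5 Shh-specific regions with the best ranks were distal. They lay in introns of Bmpr1b (chromosome 3, 142123887 to 142125399, ranks 755 and 1796 in the Shh-/- lists), Bcas3 (chromosome 11, 85632519 to 85633116, ranks 868 and 3509) and Slc25a21 (chromosome 12, 56718483 to 56718968, ranks 3842 and 3524), and in intergenic sequence 122 kb from the TSS of Irx3 (chromosome 8, 91679468 to 91680120, ranks 1350 and 2367) and 63.5 kb from that of Actrt2 (chromosome 4, 154730872 to 154731870, ranks 1321 and 4086). The starts used for these distances left out that of the noncoding Kcnq1ot1. Among them, the TSS nearest to the region in Bcas3 was that of Tbx2, 200 kb away. That nearest to the region in Slc25a21 was that of Pax9, 27.0 kb away.

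The study asked whether GLI-bound enhancers lose accessibility without SHH. It reported, from read signal, that most GLI-bound regions whose histone acetylation fell without SHH (HH-responsive) were less accessible in Shh-/- limb buds. Those that kept the acetylation (Stable) lay mostly at promoters. The fate of all reproducible regions was therefore divided by location here, which does not test the study's result at GLI-bound regions. Of 9574 regions called in both WT libraries, 8031 were at promoters and 1543 were distal. In Shh-/- replicate 2, 94.3% of the promoter regions (95% Wilson interval 93.8 to 94.8%) and 66.4% of the distal regions (64.0 to 68.7%) were also called, a difference of 27.9 percentage points (Fisher's exact test, adjusted p = 3.95e-181). In Shh-/- replicate 1 the shares were 38.6% (37.6 to 39.7%) and 32.7% (30.4 to 35.0%), a difference of 5.96 percentage points (adjusted p = 8.65e-06). The reverse comparison gave differences in the same direction. Of 4756 regions called in both Shh-/- libraries, WT replicate 1 had 99.6% of 3391 promoter regions and 87.7% of 1365 distal regions (11.9 percentage points, adjusted p = 2.18e-76). WT replicate 2 had 91.3% and 34.6% of them, a difference of 56.7 percentage points with a p-value too small for the software to represent. Single libraries weighed on these values. With the regions of WT replicate 2 alone as the starting set the differences were 20.4 percentage points in Shh-/- replicate 1 and 55.8 in Shh-/- replicate 2, and with those of Shh-/- replicate 2 alone 34.8 in WT replicate 1 and 48.9 in WT replicate 2.

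At equal list size the result for Shh-/- replicate 1 was reversed, with 64.6% of promoter and 76.1% of distal regions called (adjusted p = 6.05e-05), and the 3 other comparisons kept their direction. The regions were then compared within strata of their rank. Among regions called in both WT libraries, the odds of being called were 4.09 times higher at promoters in Shh-/- replicate 2 (95% interval 3.47 to 4.82) but lower in Shh-/- replicate 1, with an odds ratio of 0.309 (0.263 to 0.362). Among regions called in both Shh-/- libraries the odds ratio was 11.1 in WT replicate 1 (6.41 to 19.1) and 10.6 in WT replicate 2 (8.85 to 12.7).

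**Figure D3:**
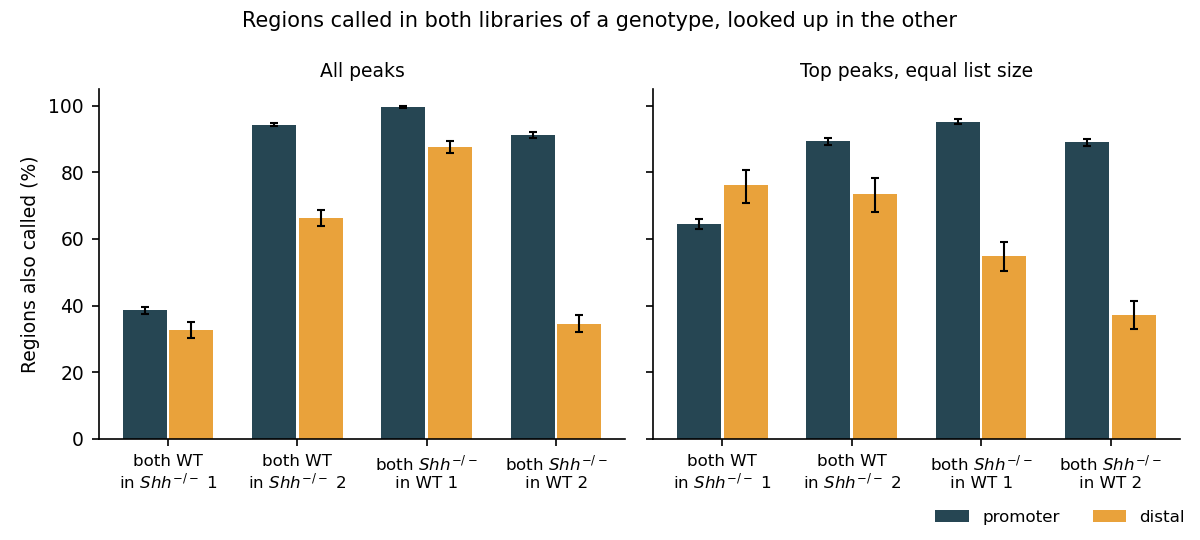
Share of regions called in both libraries of a genotype that were also called in each library of the other genotype (vertical axes, percent), for promoter and distal regions, with all peaks (left) and at equal list size (right). Error bars are 95% Wilson intervals, and distal bars are lower in every comparison except Shh-/- replicate 1 at equal list size, where 64.6% of promoter and 76.1% of distal regions were called.

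Because samples can differ by more than genotype, recovery of regions was compared by GC content. Of the 14539 regions called in both WT replicate 1 and Shh-/- replicate 2, WT replicate 2 had 71.3% of those above the median GC content and 47.6% of the others (odds ratio within strata of rank 2.57, 95% interval 2.36 to 2.80). Shh-/- replicate 1 had 20.7% and 41.6% (odds ratio 0.0902, 0.0796 to 0.102). Both directions held at promoters (odds ratios 1.58 in WT replicate 2 and 0.129 in Shh-/- replicate 1) and at distal regions (2.94 and 0.195). The Shh-/- libraries also differed from each other. Among regions called in both WT libraries the odds ratio of recovery at high GC content was 0.139 (0.122 to 0.158) in Shh-/- replicate 1 and 3.70 (3.11 to 4.40) in Shh-/- replicate 2.

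**Figure D4:**
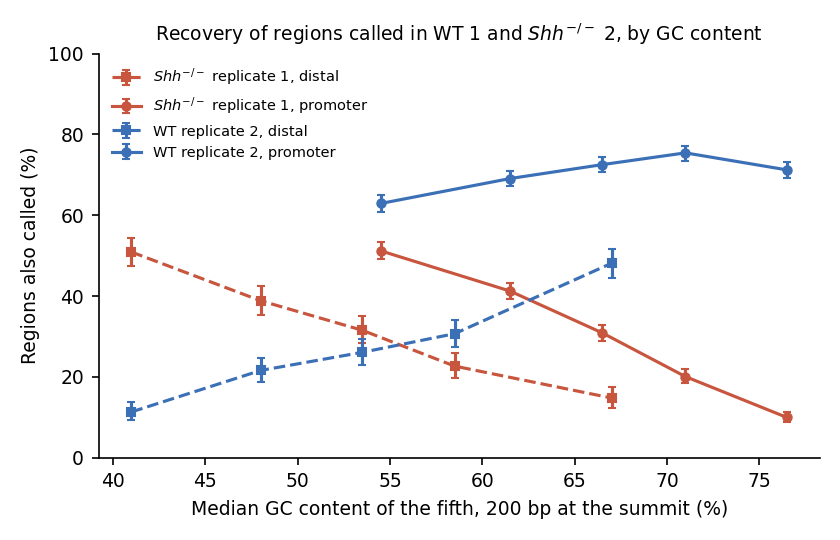
Share of regions called in WT replicate 1 and Shh-/- replicate 2 that were also called in WT replicate 2 or Shh-/- replicate 1 (vertical axis, percent), by the median GC content of each of 5 groups of equal rank in GC (horizontal axis, percent), with 95% Wilson intervals. Recovery in Shh-/- replicate 1 falls from 51.2% to 9.99% at promoters and from 50.9% to 14.8% at distal regions, and recovery in WT replicate 2 rises from 11.4% to 48.1% at distal regions while at promoters it lies between 62.9% and 75.4%.

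To relate the peaks to HH signaling, regions within 100 kb of 20 HH target genes were examined. Of 186 such regions 9 were WT-specific and 0 were Shh-specific, a difference of 4.84 percentage points. Random gene lists had a median of 2.23 and a central 95% range of 0.448 to 4.89 percentage points, so the listed genes lay just inside that range, at the 97.43rd percentile. Drawing the random lists from a slightly smaller set of genes, a choice made after the data were seen, put them just outside it, at the 97.52nd percentile, so the list lay on the limit. Of the 9 regions 0 lay near Gli1 or Ptch1. At equal list size 36 regions remained in the windows, of which 0 were WT-specific and 0 Shh-specific, and with windows of 500 kb the share fell below the median of random lists (1.54 against 1.89 percentage points). Leaving out single libraries moved the value from -2.72 to 54.2 percentage points. Of the pairings across genotypes, that of WT replicate 2 with Shh-/- replicate 2 had 2 specific regions in the windows against 0 for the other pair, which put the listed genes at the 0.63rd percentile. The pairing of WT replicate 1 with Shh-/- replicate 2 had 25 against 0, at the 90.52nd percentile and inside the central range.

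A match to the GLI consensus TGGGTGGTC was found in 64 of 934 WT-specific regions (6.85%, 95% Wilson interval 5.40 to 8.66%), in 5 of 177 Shh-specific regions (2.82%, 1.21 to 6.44%) and in 168 of 3562 regions called in all 4 libraries (4.72%, 4.07 to 5.46%). WT-specific regions exceeded the commonly called regions by 2.14 percentage points (Fisher's exact test, p = 0.0124, adjusted p = 0.0372) and Shh-specific regions by 4.03 percentage points (p = 0.0413, adjusted p = 0.0619). Differences as large were given by 52 (26.0%) and 39 (19.5%) of 200 shuffled versions of the consensus, so neither stood out from sequences of the same composition. Searching whole regions, in place of 200 bp around the summit, reversed the comparison with commonly called regions to -7.75 percentage points.

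The targeted gene was examined first among the named loci. The 3 exons of the Shh transcript (gene at mm10, chromosome 5, 28456815 to 28467256) had 0 peaks in every library, so the lists do not show the mutant allele. Peaks in its introns, where the noncoding 9530036O11Rik overlaps, were called in WT replicate 1 (28460130 to 28461008 and 28463579 to 28463876) and in Shh-/- replicate 2 (28460597 to 28460800 and 28462966 to 28463184) and in neither of the other libraries. Lmbr1, whose introns hold the limb enhancer of Shh, had its promoter peak in all 4 libraries, and an intronic peak low in its list was called in WT replicate 1 (chromosome 5, 29315102 to 29315363, rank 34935) and Shh-/- replicate 2 (29314983 to 29315388, rank 15773).

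At Gli1 (chromosome 10, 127329882 to 127341974, minus strand), 3 peaks were called in each WT library and 1 in each Shh-/- library. With a score of at least 50, 2 peaks remained in WT replicate 1 and 0 in each of the other libraries. The peak of WT replicate 2 in the promoter window scored 49, the median of its list, so its loss rests on where the cutoff lies. The other peaks of WT replicate 2 scored 26, so the shared count of 3 rests in part on low scores. In WT replicate 1 a peak of 3658 bp (127338983 to 127342640) spanned exons 1 and 2 and the TSS, and WT replicate 2 had a peak in the intron after exon 2, within the promoter window (127340463 to 127341061). The single peak of the Shh-/- libraries lay in the same intron (127339066 to 127339300 in replicate 1 and 127339061 to 127339302 in replicate 2) and overlapped peaks of both WT libraries. The long peak of WT replicate 1 joined these intronic peaks and the promoter peak of WT replicate 2 into a shared region, so the promoter peaks were not counted as WT-specific. At Ptch1 (chromosome 13, 63508328 to 63573598, minus strand), 7 peaks were called in WT replicate 1, 3 in WT replicate 2, 1 in Shh-/- replicate 1 and 4 in Shh-/- replicate 2. Peaks around 63567478 to 63568557 were called in both WT libraries and in Shh-/- replicate 2 (63567566 to 63568270), and the peak of Shh-/- replicate 1 (63566024 to 63566426) was among the weakest of its list, at rank 5555.

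**Figure D5:**
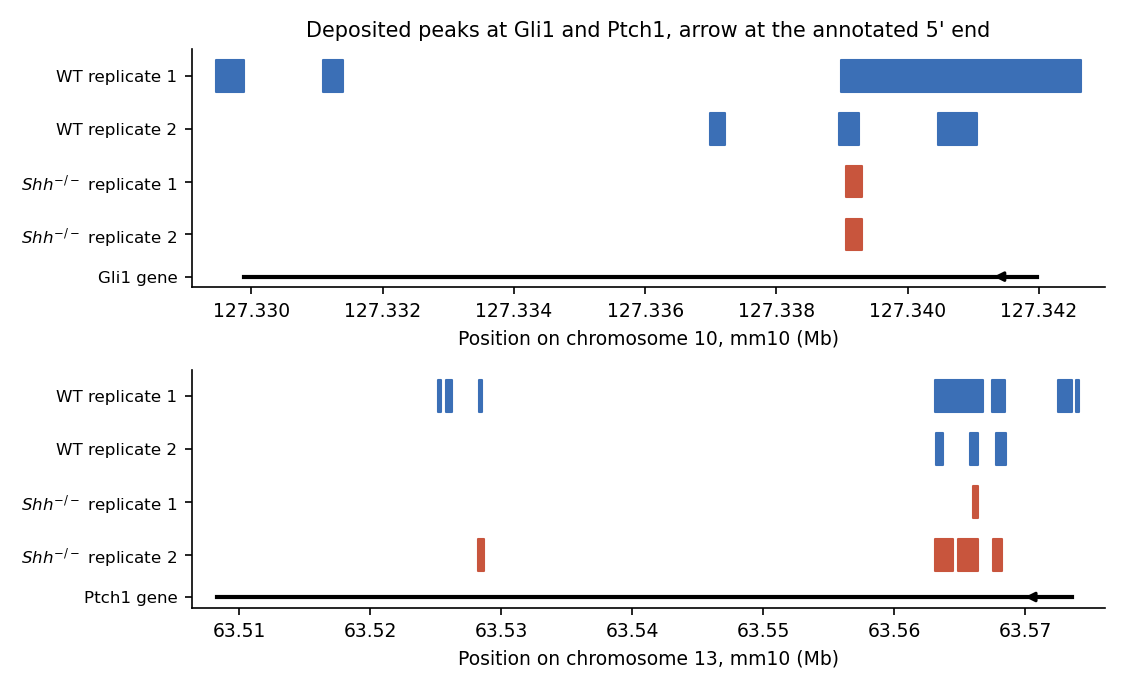
Positions of the deposited peaks (coloured boxes) of the 4 libraries at Gli1 on chromosome 10 and Ptch1 on chromosome 13 (horizontal axes, mm10, Mb), with the gene as a black line and an arrow at its 5' end giving the direction of transcription. At Gli1 each Shh-/- library has 1 peak and each WT library 3, and at Ptch1 Shh-/- replicate 1 has 1 peak and Shh-/- replicate 2 has 4.

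Grem1 had 1 peak in each WT library, 0 in Shh-/- replicate 1 and 2 in Shh-/- replicate 2. Hhip and Hand2 had peaks in WT replicate 1 and Shh-/- replicate 2 and in neither of the other libraries, and Hoxd13 had 1 peak, in WT replicate 1. Actb had promoter peaks in all 4 libraries. Of the 5 GLI-bound regions tested by the study, all 5 overlapped a peak in WT replicate 1, 1 did in WT replicate 2, 0 in Shh-/- replicate 1 and 2 in Shh-/- replicate 2. The region near Grem1, in an intron of Fmn1, had a peak only in WT replicate 1 (chromosome 2, 113640859 to 113641083). The region called in both WT libraries was intergenic (chromosome 13, 63951614 to 63952493 in WT replicate 1 and 63951965 to 63952239 in WT replicate 2) and was also called in Shh-/- replicate 2 (63951976 to 63952387). None of the 5 regions was WT-specific by the definition above, which needs a peak in both WT libraries. The study classed all 5 as HH-dependent, with histone acetylation lost without SHH. Their counts follow the length of the lists, so they do not speak for or against a loss of accessibility at these regions.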

Values the study reported

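The study reported that 87% of its Stable GLI binding regions (4,978 of 5,715) were accessible in WT limb buds, compared with 66% of HH-responsive GLI binding regions (232 of 349). It placed 62% of Stable regions (3,544 of 5,715) near promoters, compared with 26% (91 of 349) of HH-responsive regions. GLI motifs were reported in 69.7% of HH-dependent, 57.4% of HH-sensitive and 39.5% of Stable regions. The study gave 30 M reads as the sequencing depth of its ATAC-seq libraries.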

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

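All alternatives below were chosen before the data were examined, except random order among tied scores and, for the gene list, sharing by summits and the smaller set of genes to draw from. Peak number and covered length stayed higher in WT under the stricter scores and on autosomes, but their permutation tests cannot pass 0.05 under any setting and say nothing about stability. The fits that each left out 1 library gave differences from -51 to 27056 peaks and from -0.853 to 14.8 Mb. The replicate numbers pair nothing in the labels beyond the number itself. With the replicate block the differences were again 13503 peaks and 6.97 Mb (exact sign-flip permutation, p = 1 for each, with 0.5 the smallest value possible).

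The difference in Jaccard index at equal list size stayed between 0.0122 (sharing by summits, exact permutation p = 0.667) and 0.0233 under all settings that kept the 4 libraries, and ranged from -0.116 to 0.234 when single libraries were left out. Of the counts of genotype-specific regions, a score of at least 50 lowered the WT-specific regions of the full lists to 202, and sharing by summits raised the Shh-specific regions to 283. Lists of 2794 peaks, which hold fewer peaks by construction, gave 143 WT-specific and 154 Shh-specific regions, so that the small excess of WT-specific regions at equal list size changed sides. Random order among ties gave 350 and 305. Leaving out single libraries, which relaxes the definition to 1 library on a side, gave 978 to 24036 WT-specific and 182 to 3455 Shh-specific regions in the full lists, and 709 to 1496 and 364 to 2012 at equal list size.

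The promoter excess among retained regions kept its direction in Shh-/- replicate 2 and in both reverse comparisons under every setting. In Shh-/- replicate 1 it was reversed to -11.5 percentage points at equal list size and to -2.99 with a score of at least 50 (Fisher's exact test, adjusted p = 0.249). The cause was not tested by these settings. With the regions of only 1 library as the starting set, the differences were 14.9 to 20.4 percentage points in Shh-/- replicate 1, 49.7 to 55.8 in Shh-/- replicate 2, 27.1 to 34.8 in WT replicate 1 and 48.9 to 62.1 in WT replicate 2. Leaving out the other library of the genotype that was looked up changes nothing in these values and was not run.

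The gene list lay at the edge of the random lists, so small changes moved it across. A score of at least 20 gave 5.03 percentage points (98.02nd percentile, past the central 95% of random lists), a score of at least 50 gave 1.19 (74.32nd percentile, with 1 WT-specific region of 84), windows of 50 kb gave 4.72 (95.52nd percentile), and sharing by summits gave 3.03 (92.83rd percentile). On autosomes the listed genes lay exactly on the limit of the central 95%. Random lists drawn from the 200 in place of the 220 genes nearest in number of regions put the same 4.84 percentage points at the 97.52nd percentile, past the limit, so the side of the limit on which the gene list falls depends on this choice. It was reversed relative to random lists with windows of 500 kb (1.54 percentage points, 26.25th percentile). At equal list size 0 of 36 regions were specific to either genotype, so the value of 0 percentage points (34.8th percentile) shows no direction. The value ranged from -2.72 to 54.2 percentage points when single libraries were left out, at the 17.17th to 62.92nd percentile. The cause was not tested.

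For the GLI consensus, searching whole regions changed all 3 comparisons. WT-specific minus Shh-specific regions became 10.4 percentage points, WT-specific minus commonly called regions reversed to -7.75, and Shh-specific minus commonly called regions became -18.2, with adjusted p-values of 0.000562, 1.48e-06 and 2.15e-08 by Fisher's exact test. Longer regions hold more matches by construction, and the median width was 1141 bp for commonly called regions, 566.5 bp for WT-specific and 465 bp for Shh-specific regions. The excess of WT-specific over commonly called regions no longer passed 0.05 with a score of at least 50 (1.55 percentage points, adjusted p = 0.314) or at equal list size (1.65, adjusted p = 0.191). With no mismatch allowed it was 0.502 percentage points and still passed (Fisher's exact test, adjusted p = 0.0419). WT-specific minus Shh-specific regions was then 0.642 percentage points (Fisher's exact test, adjusted p = 0.896). Leaving out single libraries gave 1.69 to 3.36, 0.459 to 2.24 and -1.97 to 0.238 percentage points for the 3 comparisons.

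Among the other values, a count, covered length or Jaccard index was taken as changed if it moved by a factor of more than 1.5. A promoter share was taken as changed if it moved by more than its counting error. By these rules 48 of 390 values changed, 34 to lower and 14 to higher values. They include 22 of 180 counts of peaks at named loci, all lower under the stricter scores. Smaller moves were not counted, such as the fall from 3 to 2 peaks at Gli1 in WT replicate 1 with a score of at least 50. With a score of at least 50 Gli1 kept peaks only in WT replicate 1, and with a score of at least 20 its counts stayed the same. The 10 best ranked specific regions were called in the same number of libraries under every stricter score and on autosomes. Their selection fixed this outcome, since they were chosen for high ranks, all lie on autosomes, and a stricter score cannot add calls. It says nothing about stability. The depth of each library, unknown from the peak lists, limits every comparison that rests on a missing peak. Among them are those that need Shh-/- replicate 1, the library with the shortest list.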

Other observations

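The tests of GC content in single libraries, of rank within each Shh-/- library, of list size, of the reverse comparison and of the sex chromosomes were chosen after the results were seen. The test of rank and GC content together and that of shuffled sequences were not.

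The libraries differed in the GC content of the regions they called, and the difference separated the Shh-/- replicates from each other. In Shh-/- replicate 1 the odds of recovering a region at high GC content were 0.0902 of those at low GC content over all regions, 0.129 within promoters and 0.195 within distal regions. Genotype as the whole cause is argued against by the Shh-/- replicates, whose log odds ratios differed by 3.28 (standard errors 0.0656 and 0.0886). A candidate explanation is a loss of GC-rich fragments in the amplification or sequencing of that library. It was not tested directly, since peak lists hold no fragments, and a difference between the embryos stays open. The test shows only that recovery followed GC content in both kinds of region.

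Distal regions called in both WT libraries were called less often than promoter regions in the Shh-/- libraries, which is the direction that a loss of accessible enhancers without SHH would give. The absence of SHH as the whole cause is argued against by the reverse comparison, where distal regions called in both Shh-/- libraries were also called less often in WT, by at least 11.9 percentage points. In Shh-/- replicate 1 the lower rank of distal regions was enough to account for the pattern, since within strata of rank the odds ratio was 0.309, in favour of distal regions. That it lay below 1 shows a further influence, and it moved to 0.732 (95% interval 0.615 to 0.871) when GC content was added to the strata. In Shh-/- replicate 2 rank did not account for it, with an odds ratio of 4.09. Rank and GC content together did not account for it either, since 3 of the 4 comparisons kept a promoter excess, with odds ratios of 2.75 in Shh-/- replicate 2, 4.90 in WT replicate 1 and 4.72 in WT replicate 2. Distal regions that vary more between embryos in either direction, or a lower depth at distal sites that rank does not capture, stay open, and so does a contribution of genotype to the loss in Shh-/- replicate 2.

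More regions were called in both WT libraries and no Shh-/- library (934) than the reverse (177). Unequal list sizes may be the whole cause of this excess, since the ratio of the counts was 1.13 at equal list size. The specific regions of the genotypes still differed at equal list size in their promoter share (89.9% against 29.1%), but so did the pairings across genotypes, with the lower share always in the pair that held Shh-/- replicate 1. A contribution of genotype to the promoter share was not separated from that library.

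The GLI consensus was more frequent in WT-specific than in Shh-specific regions. Base composition may be the whole cause, since 19.5% of shuffled versions of the consensus gave a difference as large, and the median difference of the shuffled versions was 2.20 percentage points. A weaker enrichment of real GLI sites is not excluded by this.

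WT replicate 1 had a peak near the 5' end of Xist (mm10, chromosome X, 103481515 to 103482126), the gene that silences an X chromosome in females, and the 3 other libraries had none. The Xist peak had rank 11662 in its list, beyond the 5589 peaks of Shh-/- replicate 1 and close to the end of the 11973 peaks of WT replicate 2, so its absence from those lists may follow from their length. The 3 other libraries shared a peak on the Y chromosome (259041 to 259428 in WT replicate 2, 259013 to 259436 in Shh-/- replicate 1 and 258980 to 259452 in Shh-/- replicate 2), which WT replicate 1 lacked. Lower depth of WT replicate 1 is argued against, as its list was the longest and the peak stood within the top 5.22% of each other list. An embryo of the other sex in WT replicate 1 stays open. In its favour is the Y peak in the 3 other libraries. The absence of the Xist peak from Shh-/- replicate 2 is also in its favour, since that list of 18459 peaks extends past rank 11662. The peaks at the end of the Y chromosome do not decide the sex of WT replicate 1, since only exact copies on the X chromosome were searched for. WT replicate 1 had 10 of these peaks, as many as WT replicate 2 and Shh-/- replicate 2. In the longest of them (90738166 to 90743449), 0 of 263 windows of 40 bp had an exact copy on the X chromosome. Over all 10 peaks of WT replicate 1, 142 of 868 windows (16.4%) had such a copy, which weakens this count as a sign of a Y chromosome. The share was 7.85% in WT replicate 2, 5.04% in Shh-/- replicate 1 and 16.6% in Shh-/- replicate 2. Copies that the assembly lacks or that differ by a base were not searched for. The share of peaks on the X chromosome did not set WT replicate 1 apart, at 1.44% compared with 1.17% in WT replicate 2, 1.47% in Shh-/- replicate 1 and 1.59% in Shh-/- replicate 2. Exact copies on other chromosomes were also found for 22.2 to 25.0% of the windows of the Y peak that WT replicate 1 lacked. Further Y peaks away from the end of the chromosome were each called in a single library. WT replicate 2 had a peak in Uty (1245519 to 1245797, rank 11538), with 0 of 12 windows copied elsewhere. Shh-/- replicate 2 had a peak at 11858068 to 11858307 (rank 3379), with 27.3% of windows copied. The labels give no sex. Restricting the lists to autosomes left 926 WT-specific and 176 Shh-specific regions.

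The regions with the best ranks in all 4 lists were chromosome 17, 39842987 to 39848839 (mm10, overlapping Gm26917 and Gm42418), and chromosome 2, 98666238 to 98667333 (overlapping Gm10800), which held the first 2 ranks of every list. These peaks were kept, and no explanation for their rank was tested.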
